A study of Mus musculus with 6 samples. Its data were reported in "A signal-responsive cooperative transcription factor network determines alveolar macrophage identity" (2026).

How the data were processed

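H3K27ac was measured by HT-ChIPmentation in AMs that were labelled for flow cytometry, fixed with formaldehyde and sorted from bronchoalveolar lavage of wild-type mice. Chromatin was sheared by sonication, bound to antibody on protein G beads and tagmented on the beads with Tn5. Antibodies came from Active Motif (1 library) and Cell Signaling (2 libraries). The methods name more than 1 sonicator for H3K27ac and do not say which library used which, so antibody, sequencing run, sonication and depth cannot be separated. Per the study's methods, reads were trimmed with Cutadapt, aligned to mm10 with Bowtie2, cleared of duplicates with Picard and filtered on mapping quality with samtools, and peaks were called with MACS3 against input controls at a q-value of 0.05. The deposited files hold 1 peak list per library. The submitters' processing notes name bcl2fastq 2.20.0.422 for the Cell Signaling libraries, CASAVA, cutadapt, Bowtie2, SAMtools and MACS3. With 1 list per library, replicates can be compared only by which sites passed, and a deeper library can pass more weak sites.

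The deposited peak lists give, for each peak, a position, the fold enrichment over the local background as a ratio, the −log10 of the p-value and the −log10 of the q-value, as the authors' caller wrote them. They also deposited a score per peak, derived from the q-value, and the offset of the summit. The fold and the q-value were used here only to describe, rank or filter peaks within a library. The smallest −log10 q over the 3 libraries was 1.31. Peaks were analysed on 20 chromosomes, the 19 autosomes and X, so nothing is said here about peaks elsewhere. The lists hold no read counts, read depth was not used here, and intervals cover counting error over peaks only.

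Coordinates are those of the files, counted from 1, on mm10, and sequence and genes came from GRCm38, the same assembly, with the GENCODE vM21 basic annotation (21644 protein-coding genes and 52482 TSS positions). A region was proximal when its midpoint lay within 3 kb of a TSS and otherwise distal. The 3 kb window is the one the study used, and the midpoint rule was chosen here. Overlap needed 1 bp. The overlap of each pair of lists was set against 100 random placements of the peaks within each chromosome outside assembly gaps. Peaks were also compared in 10 groups of strength. Shared Cell Signaling regions were the merged peaks of both replicates that held a peak of each. A promoter was acetylated when such a region overlapped 1 kb either side of any TSS used here for the gene. These TSS did not always include the annotated 5' end of the gene, as at Spi1. Because a merged region can reach a promoter where the peak of 1 replicate does not, counts per library and counts of shared regions can differ for a gene. Strength of a promoter was the −log10 q of its strongest peak.

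Before the data were examined, 26 gene lists of 8 to 40 genes were fixed (AM core genes, regulators, niche signal receptors, lipid metabolism, lysosome, pan-macrophage, monocyte, interstitial, Kupffer and splenic, peritoneal and microglial macrophages, alveolar and airway epithelium, endothelium, fibroblasts and muscle, T and NK cells, B cells, neutrophils, eosinophils, dendritic cells, other organs, housekeeping, apoptosis, cell cycle, inducible inflammatory genes and 31 genes selected from those the study names), and all 423 symbols matched the annotation. Some genes are in several lists, such as Siglecf (AM core and eosinophils). Promoter shares were compared with all other protein-coding genes by Fisher's exact test, two-sided. Distal regions were assigned to the nearest protein-coding TSS, and the mean per gene was compared with 100000 random lists drawn from genes of similar territory length, the bases nearest to that gene, in 10 groups of equal size. Acetylated length within 5 kb of the TSS (the TSS with the most) was compared, for list members with an acetylated promoter, with as many random lists of genes that had one, in lists with at least 3 such members. Motifs were 28 consensus sequences, searched on both strands in windows of 200 bp centred on replicate 1 summits in distal regions and in windows 5 kb away outside any peak, with each motif also spelled backwards, and Fisher's exact test. P-values of families of tests were adjusted by Benjamini-Hochberg within each family, at a threshold of 0.05. Those of proximal against distal peaks, and of cell cycle promoters without an Active Motif peak, were not adjusted. With 1 Active Motif library no test between antibodies was made.

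The text names the genes selected from the study, the nearest gene of the first 10 distal clusters, the members that go against a list's majority where 5 or fewer, the first 2 to 4 members of a list, and the listed genes whose promoter was acetylated in the Cell Signaling libraries and not in the Active Motif library or the reverse. Not every member that this rule takes is named in the text. Any other gene is said to be chosen after its values were seen. Alternatives fixed before the data were examined were stricter q-values (0.001 and 1e-05), the same number of peaks per library (36364), other overlap rules (50% of the shorter or of both peaks), joining peaks under 500 bp apart, proximal limits of 1 and 10 kb, promoter windows of 500 bp and 3 kb, gene 5' ends only, windows of 2 and 10 kb for acetylated length, a joining distance of 5 kb, motif windows of 500 bp, a background 20 kb away, and each Cell Signaling replicate left out. Added after the data were seen were the TSS of protein-coding genes only, random lists matched on promoter CpG count, random lists matched on territory and an acetylated promoter, regions reaching within 3 kb of a TSS counted as proximal, lists without their gene with the most distal regions (against whole random lists and against random lists that also lost their highest gene), and lists without the genes selected from the study. Also added then were 7 marker lists (ciliated, secretory, pan-epithelial, alveolar, endothelial, stromal, and neuron and muscle genes), written before their own values were seen.

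The statistics were tested on simulated data. With the share raised to 95% in 6 lists over 20 simulations, the promoter test recovered 116 of 120 raised lists (96.7%) and called 4 of 299 others. With the mean raised 4-fold, the distal test recovered all 120 raised lists and called 3 of 299 others. These rates describe the simulated counts only. In the real counts 1 gene can carry a call, as Myc did with 34 of the 51 cell cycle regions. Motifs planted in simulated windows were found in 3 of 3 cases, with 0 of 25 others called. Overlap counts were equal to those of bedtools in 6 comparisons of the real lists. Computation used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, pysam 0.24.0, matplotlib 3.10.9, bedtools 2.31.1 and samtools 1.23.1. The input libraries have no peak lists used here and were not analysed on their own.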

Results

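Acetylation of histone H3 at lysine 27 (H3K27ac), a mark of active promoters and enhancers, was profiled in alveolar macrophages (AMs), the resident phagocytes of the air spaces, sorted from the lung lavage of wild-type mice. The assay was HT-ChIPmentation, in which sequencing adapters are inserted into bead-bound chromatin by the transposase Tn5, so that small cell numbers suffice. The series held 6 samples: 1 library made with an Active Motif antibody, 2 replicate libraries made with a Cell Signaling antibody, and 3 inputs, which entered here only through the authors' peak calling. The Active Motif library had 36364 peaks over 26.1 Mb of the mm10 genome, with a median width of 341 bp. Cell Signaling replicate 1 had 56175 peaks over 45.8 Mb (median width 267 bp), and replicate 2 had 49139 peaks over 59.8 Mb (median width 629 bp). The authors' median fold enrichment over background was 5.97, 5.38 and 7.19, respectively. Read depth was not used here, and an absent peak means that none was called at the depth of that library. The labels do not say that the replicates came from separate animals, so the spread between them may be technical. Tests over genes or peaks below describe these libraries, since neither genes nor peaks are replicates.

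The first question was how far the Cell Signaling replicates marked the same sites. Genes of AM identity were covered in both. At Spi1 (2:91082390-91115756), which encodes the macrophage transcription factor PU.1, the authors' highest promoter fold was 44.6 in replicate 1 and 54.4 in replicate 2. These peaks lay at the promoter windows used here, which were inside the gene and did not cover its annotated 5' end. The peak over that 5' end had a fold of 55.4 in replicate 1 and 36.2 in replicate 2. At Pparg (6:115360951-115490399), which encodes the lipid-sensing nuclear receptor PPARγ, the highest promoter fold was 65.7 and 50.4. These peaks also lay inside the gene, and those over its annotated 5' end had folds of 34.2 in replicate 1 and 35.9 in replicate 2. Of the peaks of replicate 1, 82.1% (95% Wilson interval 81.8 to 82.4) overlapped a peak of replicate 2 by at least 1 bp, against a mean of 3.61% for 100 random placements. In the other direction the share was 61.9% (61.5 to 62.4), against 3.50% for random placements. The Jaccard index of covered bases was 0.687. Peaks without a partner were weak and narrow: their median fold was 4.23 in replicate 1 and 4.54 in replicate 2, and they held 3.10% and 7.45% of the bases each library covered. With peaks sorted by q-value into 10 groups of equal size, 55.9% (replicate 1) and 15.6% (replicate 2) had a partner in the weakest group, and 100% in the strongest group of both. When 50% of both peaks had to overlap, the shares were 33.5% and 38.3%. Merging the peaks of both replicates and keeping stretches with a peak from each gave 29277 shared regions over 56.8 Mb, with a median width of 1385 bp, which are used below.

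**Figure D1:**
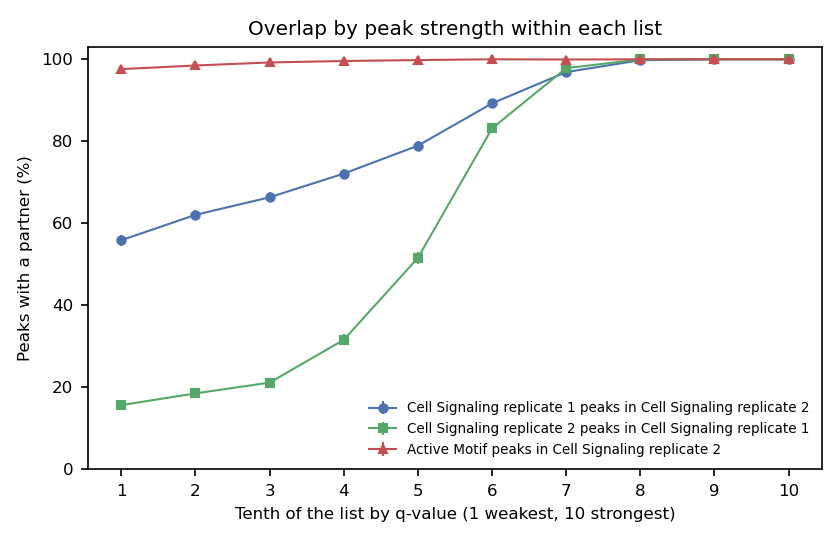
The horizontal axis gives 10 groups of equal size of each peak list by q-value, from 1 (weakest) to 10 (strongest), and the vertical axis the share of peaks with a partner in the other list (%), with 95% Wilson intervals as error bars. Lines show each Cell Signaling replicate in the other and the Active Motif library in replicate 2. The share for replicate 2 peaks in replicate 1 went from 15.6% in the weakest group to 100% in the strongest.

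The Active Motif antibody marked a narrower set of sites that lay almost wholly within those of the Cell Signaling antibody. Of its peaks, 98.9% (98.8 to 99.0) overlapped a shared region, against a mean of 3.12% for random placements, while 61.5% (61.0 to 62.1) of shared regions held an Active Motif peak. Promoters were covered more fully than distal sites: 76.9% of the 11620 regions near a transcription start site (TSS) held an Active Motif peak, and 51.4% of the 17657 distal regions did (odds ratio 3.14, Fisher's exact test). Strength was not matched here, so position and strength are not separated. In replicate 2 the median fold was 15.5 for proximal and 5.97 for distal peaks. The share of its peaks with an Active Motif peak was 0.611% in the weakest of 10 groups and 100% in the strongest. At the gene level 8829 of 21644 protein-coding genes (40.8%) had a promoter peak in all 3 libraries, 10792 had none in any library, and no gene had an Active Motif peak without a Cell Signaling one. Within the gene lists, 27 genes had a shared promoter region and no Active Motif promoter peak. They comprised the AM core genes Ear10, Krt79, Cdh1, Mmp8 and Trim29, the tetraspanin gene Cd63, and 7 cell cycle genes (Top2a, Mcm2, Mcm6, Ccnb1, Cdk1, Rrm2 and Tyms). The cytokine genes Il6, Cxcl1 and Ccl4 were among them, as were Ccr2, Itgam, Rarb, Gpr34, Napsa, Epcam, Vwf, Acta2, Klrb1c, Ms4a1 and S100a8. Antibody and library went together, with 1 Active Motif library, so the antibodies themselves were not tested against each other. Requiring 50% of both peaks to overlap lowered the share of Active Motif peaks in shared regions to 15.8%, and against replicate 2 or replicate 1 alone 37.6% and 38.3% of the peaks held an Active Motif peak.

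The next question was where the mark lay, since the study treats acetylated sites away from a TSS as putative enhancers. At the 3 kb limit most shared regions were distal: 39.7% (39.1 to 40.3) had their midpoint within 3 kb of an annotated TSS and 60.3% did not. The majority depended on the limit, since 57.9% were proximal at 10 kb. At 3 kb the proximal share was 45.2% in the Active Motif library, 36.3% in replicate 1 and 32.6% in replicate 2. By sequence class, 31.6% of shared regions had their midpoint within 1 kb of a TSS, which takes up 2.75% of the genome, an excess of 11.5 times. Introns held 42.2% of them and make up 41.7% of the genome, exons held 2.76% (genome 2.79%), and intergenic sequence held 23.4% (genome 52.8%). Proximal peaks had a partner in the other replicate more often than distal ones, at 85.4% against 80.2% in replicate 1 (odds ratio 1.45, Fisher's exact test, two-sided p = 2.76e-55) and 75.1% against 55.6% in replicate 2 (odds ratio 2.41). With a proximal limit of 1 kb these odds ratios were 2.61 and 4.31, and with 10 kb the second was 1.62. Peak strength was not matched in these comparisons either, so they do not separate position from strength.

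Promoters of genes that define AMs were acetylated almost without exception. A gene counted as acetylated when a shared region overlapped 1 kb either side of any of its TSS used here, which held for 10048 of 21644 protein-coding genes (46.4%). All 40 AM core genes passed, among them the lectin gene Siglecf, the integrin gene Itgax, the scavenger receptor gene Marco and the chitinase-like gene Chil3. Of 26 regulators of AM identity 24 were acetylated, including Spi1, Cebpa, Cebpb and Pparg, and Smad3 was among the exceptions. Lipid metabolism genes passed in 27 of 29 cases, with the fatty acid binding protein genes Fabp1, Fabp4 and Fabp5 and the cholesterol transporter gene Abca1 among them, and Scd1 and Lpcat1 the exceptions. All 22 lysosomal genes (such as the cathepsin genes Ctsd, Ctsb and Ctsl) and all 20 pan-macrophage genes (such as Mertk, Fcgr1 and Cd14) were acetylated. So were all 20 housekeeping genes, 19 of 20 apoptosis genes (not Bcl2), 19 of 20 cell cycle genes (not Ccnd1) and all 31 genes of a list selected from those the study names. That list was drawn from work on the same cells and is not independent evidence. These 9 lists had a higher share than all other protein-coding genes by two-sided Fisher's exact tests adjusted over 26 lists, with adjusted p from 1.17e-12 for the AM core genes to 2.32e-05 for the apoptosis and cell cycle genes. Genes of the niche signal receptor list, such as the GM-CSF receptor genes Csf2ra and Csf2rb, were acetylated in 11 of 15 cases. The list did not pass (same exact test, adjusted p = 0.0576), with Itgb6, Itgb8, Il1rl1 and Il18r1 unmarked. It also holds genes that are not receptors, such as Tgfb1 and Jak2, both acetylated. Per library, the AM core list had 35 genes with a peak in the Active Motif library and 40 in each Cell Signaling replicate, and the cell cycle list had 12, 20 and 19.

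**Figure D2:**
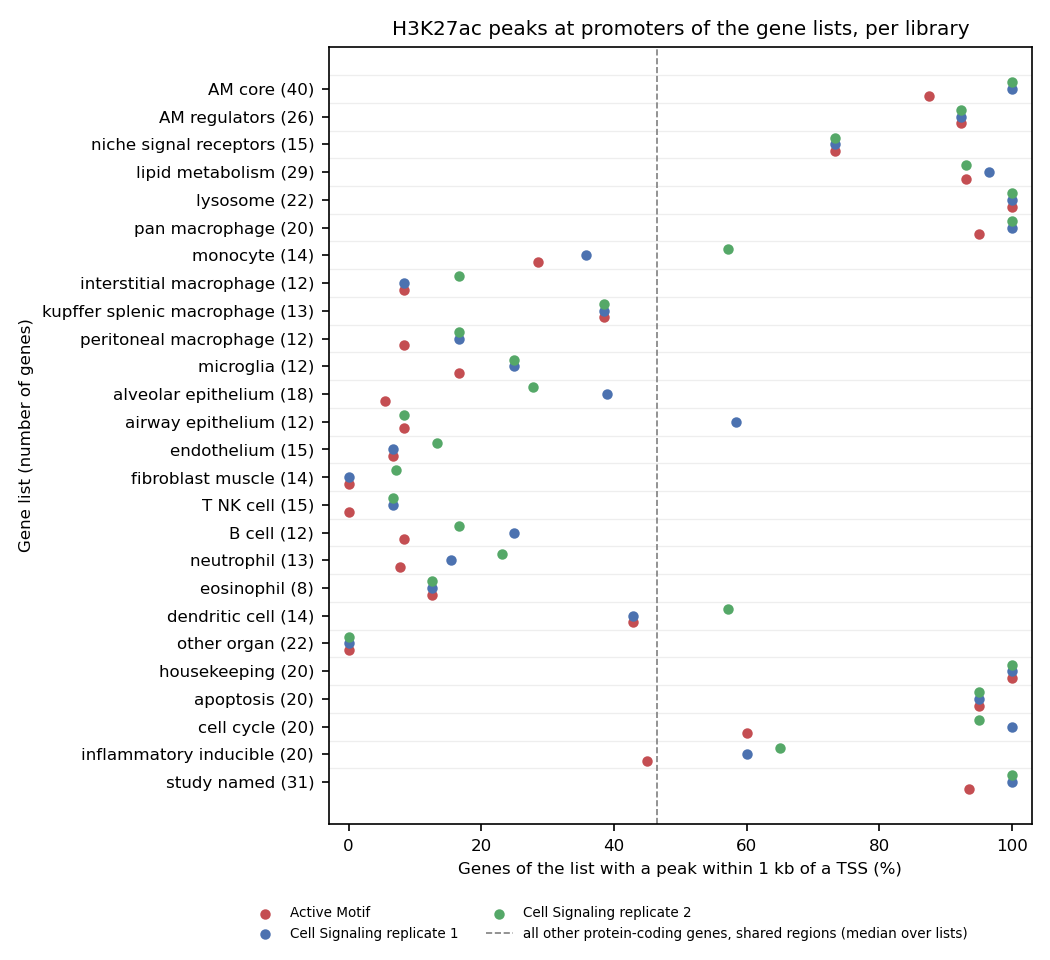
Each line is a gene list (number of genes in brackets), and the horizontal axis gives the share of its genes with a peak within 1 kb of a TSS (%), with 1 point per library and a dashed line for the share in other protein-coding genes. All 40 AM core genes had a peak in both Cell Signaling replicates, and none of the 22 genes of other organs had one in any library.

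Marker genes of other cells that a lavage or its sort could hold were mostly unmarked. None of 22 genes of other organs, such as Alb, Apoa1 and Ttr, was acetylated (same exact test, adjusted p = 3.66e-06). Lower shares than in other genes were found for T and NK cells (1 of 15, Klrb1c; 0.00327), fibroblasts and muscle (1 of 14, Acta2; 0.00536) and interstitial macrophages (1 of 12, the mannose receptor gene Mrc1; 0.0146). The same held for airway epithelium (1 of 12, Tppp3; 0.0146), endothelium (2 of 15, Pecam1 and Vwf; 0.0166), alveolar epithelium (3 of 18, Abca3, Napsa and Epcam; 0.0254) and neutrophils (2 of 13, S100a8 and Csf3r; 0.0409). Peritoneal macrophages (2 of 12, Rarb and Fam213a) and B cells (2 of 12, Ms4a1 and Cd22) had adjusted p of 0.0576. Eosinophils (1 of 8, Siglecf, which is also in the AM core list; 0.0939), microglia (3 of 12, P2ry12, Gpr34 and P2ry13; 0.187) and Kupffer and splenic macrophages (5 of 13, Id3, Id1, Nr1h3, Clec1b and Treml4; 0.643) did not pass. Neither did monocytes (6 of 14) and dendritic cells (6 of 14), both with an adjusted p of 1 by the exact test, or inducible inflammatory genes (12 of 20; 0.300). Airway markers moved with 1 library: 7 of 12 genes had a promoter peak in replicate 1, against 1 in replicate 2 and 1 in the Active Motif library. Of the alveolar genes, 7 had one in replicate 1, 5 in replicate 2 and 1 in the Active Motif library, with 4 in replicate 1 alone (Sftpd, Nkx2-1, Hopx and Aqp5) and 2 in replicate 2 alone (Etv5 and Pdpn; genes chosen after their values were seen). The 6 airway genes found in replicate 1 alone were Scgb1a1, Scgb3a2, Scgb3a1, Muc5b, Cyp2f2 and Bpifa1, with authors' folds of 4.61 to 8.07 (genes chosen after their values were seen). Against random lists matched on the number of CpG dinucleotides at the promoter (permutation test), the calls for interstitial macrophages (adjusted p = 0.301), airway epithelium (0.238), fibroblasts (0.192) and T and NK cells (0.255) were lost. In that order, their shares stayed below the matched ones (8.33% against 24.8%, 8.33% against 26.7%, 7.14% against 25.4% and 6.67% against 22.1%). With this matching neutrophils turned to 15.4% against 9.84%, and the inflammatory genes became higher (60% against 25.9%, adjusted permutation p = 0.00130). Without replicate 1 the calls for interstitial macrophages (0.0599), alveolar epithelium (0.121) and neutrophils (0.121) were lost, and without replicate 2 those for alveolar epithelium (0.552) and airway epithelium, where the share turned to 58.3% against 47.8%. The neutrophil call was also lost at a q-value of 1e-05, with the same number of peaks per library, a promoter window of 500 bp or gene 5' ends only (0.0610 to 0.0691), while peritoneal macrophages (0.0260 at a q-value of 1e-05) and B cells (0.0272 with gene 5' ends) became lower, as did eosinophils without Siglecf (0 of 7, exact test, adjusted p = 0.0270).

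The 31 genes selected from those the study names were then followed in each library. Promoter peaks were present in all 3 libraries for 29 of them, and Cdh1 and Mmp8 had none in the Active Motif library. Distal shared regions were assigned to 29 of them, with a median of 5 per gene and a range of 0 to 36. Among transcription factor genes, Runx1 had 36, Bhlhe40 25, Klf6 23, Zeb2 18, the RXRα gene Rxra 16, Pparg 13, Cebpb 11, Bhlhe41 5 and Spi1 2. The RXRβ gene Rxrb had none, nor did Casp4. Among receptors for AM-shaping cytokines, Tgfbr2 had 19, Tgfbr1 7, Csf2rb 4 and Csf2rb2 1. Of identity and lipid genes, Abca1 had 11, Tlr2 and Cdh1 10, Abcg1 and Cd36 7, Ucp3 6, Cd2 4, Fabp1 and Itgax 3, Siglecf, Ctsk and Mmp8 2 and Cd69 1. Ppt1 had 5, Naip1 2 and Prune1 1. The strongest distal region of Tgfbr2 lay in an intron of the gene (9:116133073-116141768, fold 45.4 in replicate 1). Those of Runx1 (16:93031251-93035198, fold 63.0) and Klf6 (13:5776210-5781311, fold 79.2) were intergenic, and that of Spi1 (2:91080001-91093469, fold 55.4) had its midpoint 9.36 kb from the nearest protein-coding TSS used here and covered the annotated 5' end of the gene. In Pparg (6:115418839-115435120, fold 65.7) and Rxra (2:27710479-27718952, fold 74.6) the strongest distal region was intronic by its midpoint. The Pparg region holds the peak that also gave the highest promoter fold of that gene. Across all protein-coding genes 26.3% had a distal region and the mean was 0.816. A wide region can count as distal by its midpoint and still reach within 1 kb of a TSS, as the strongest one did in 5 of these genes (Pparg, Rxra, Cebpb, Cd2 and Ucp3) and as 1.07% of all distal regions did.

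**Figure D3:**
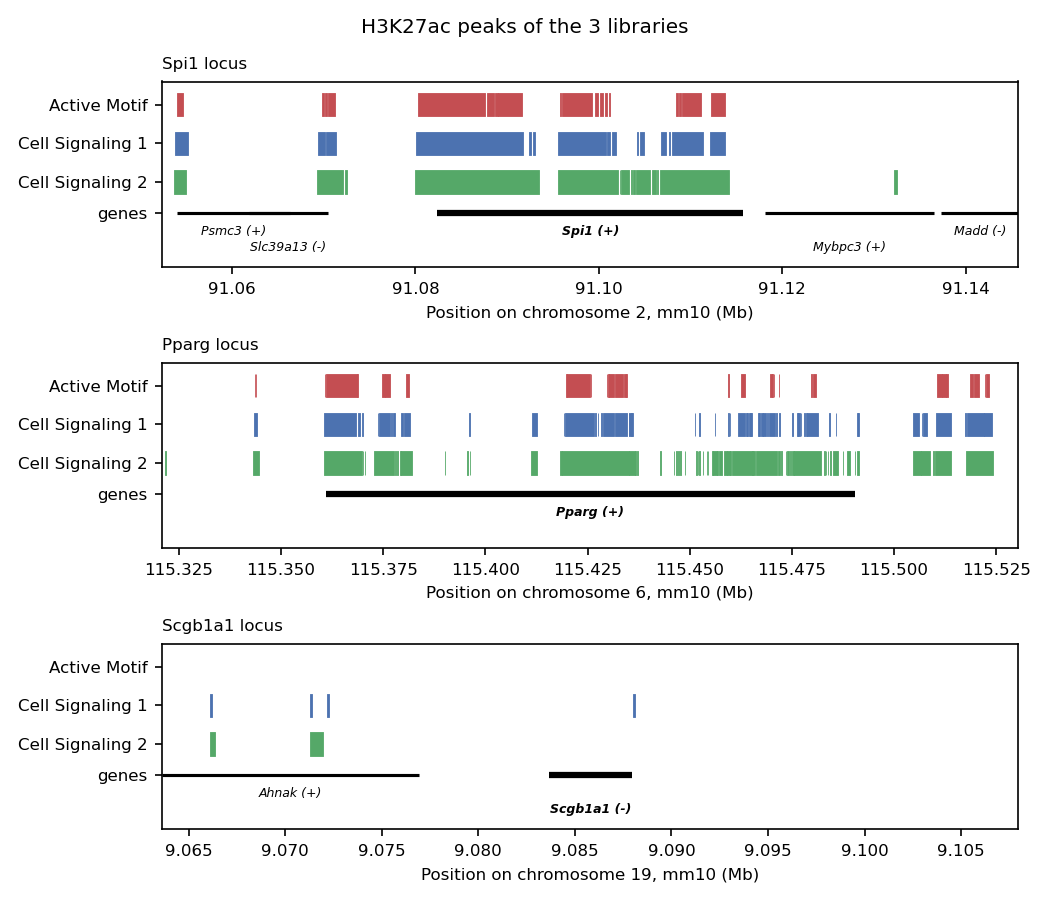
Peaks of the 3 libraries (coloured blocks, 1 line per library) over the genes (black bars, strand in brackets) at Spi1, Pparg and Scgb1a1, with the position on the mm10 chromosome in Mb on the horizontal axis. The Pparg window holds 32 Active Motif, 60 replicate 1 and 63 replicate 2 peaks, and the promoter peak of Scgb1a1 is present in replicate 1 alone.

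Distal regions were also concentrated near genes of AM function. AM core genes had a mean of 4.65 distal regions per gene, against 0.905 in random lists of the same size matched on the length of sequence nearest to each gene (5.14 times), and 37 of 40 had at least 1. Regulators of AM identity had 8.04 (5.67 times), niche signal receptors 4.73 (4.44 times), pan-macrophage genes 3 (4.41 times), lipid metabolism genes 3.66 (4.32 times) and the genes selected from the study 8.26 (7.46 times; not independent evidence). Inducible inflammatory genes (2.65, 3.38 times), apoptosis genes (3.25, 3.23 times) and lysosomal genes (2.14, 3.21 times) were higher as well. The cell cycle list was also higher (2.55, 3.05 times), but Myc alone held 34 of its 51 regions, and the other 19 genes had 0.895 against 0.770 (adjusted permutation p = 0.870). The permutation test drew 100000 random lists, and p was 2e-05, the smallest it can give, for AM core genes, regulators and the genes selected from the study (adjusted over 26 lists 0.000173). Adjusted p ranged up to 0.0368 for the cell cycle genes. Of the 26 regulators 10 are among the 31 genes selected from the study and held 149 of the 209 regions, and the other 16 had 3.75 against 1.40 and did not pass (adjusted permutation p = 0.0770), while the 29 AM core genes outside that selection, some of which the study names as well, had 4.69 against 0.938 (0.000500). When each list lost its gene with the most regions, against whole random lists, the calls for niche signal receptors (without Notch2, 3.21 against 1.04, adjusted permutation p = 0.0552), lysosomal genes (without Atp6v0d2, 0.0552), apoptosis genes (without Bcl2l11, 0.0904) and inflammatory genes (without Tnfaip3, 0.115) were lost too. With random lists that also lost their highest gene, these passed (0.00119, 0.000433, 0.00481 and 0.00526), as did monocyte (0.0152) and dendritic cell genes (0.0179), and the cell cycle genes did not (permutation test, adjusted p = 0.376; genes chosen after their values were seen). Housekeeping genes did not pass (0.950 against 0.476 per gene, adjusted permutation p = 0.296), nor did monocyte (3.07 against 1.08), interstitial macrophage (1.67 against 0.557) and dendritic cell genes (1.71 against 0.666), each with an adjusted permutation p of 0.0912. Kupffer and splenic macrophages had 1.85 against 0.924, microglia 1.5 against 1.02, peritoneal macrophages 1 against 1.07, eosinophils 1.13 against 0.666 and neutrophils 0.462 against 0.612. No list was lower: airway epithelium had 0.333 against 0.941, alveolar epithelium 0.889 against 0.860, endothelium 1.07 against 1.18, fibroblasts 0.571 against 1.3, T and NK cells 0.800 against 0.768, B cells 0.167 against 0.781 and other organs 0.364 against 0.895, with adjusted permutation p of 0.341 or more. When the permutation test also matched random genes on an acetylated promoter, the calls for lysosomal (adjusted p = 0.165), apoptosis (0.132) and cell cycle genes (0.194) were lost, and those for interstitial macrophage (0.0294), Kupffer and splenic macrophage (0.0271) and dendritic cell genes (0.0120) were gained. In that comparison Mrc1 alone held 15 of the 20 interstitial macrophage regions, and the other 11 genes did not pass (0.455 against 0.175, adjusted permutation p = 0.434). Without their highest gene Kupffer and splenic macrophages, niche signal receptors and pan-macrophage genes (each 0.115) and inflammatory genes (0.0869) did not pass there against whole random lists, and passed when the random lists also lost their highest gene (0.00286, 0.00286, 0.00277 and 0.00335). Without their highest gene, lysosomal (adjusted permutation p = 0.0353) and monocyte genes (0.0190) also passed against random lists that lost theirs. Apoptosis (0.0877) and cell cycle genes (0.895 against 0.976) did not. With whole lists under this promoter matching, the ratio fell to 2.83 for AM core genes, 2.94 for regulators and 2.56 for lipid metabolism. It was 2.41 for pan-macrophage genes and 3.80 for the genes selected from the study. The cell cycle call was also lost without replicate 1 (4.1 against 1.57, adjusted permutation p = 0.0816) or replicate 2 (4.45 against 1.70, 0.102). The apoptosis call was lost without replicate 1 (5.15 against 1.89, 0.0579). The lysosomal call was lost with a proximal limit of 10 kb (1.23 against 0.429, 0.104). The interstitial macrophage call was gained without replicate 1 (4.67 against 1.05, 0.0114).

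**Figure D4:**
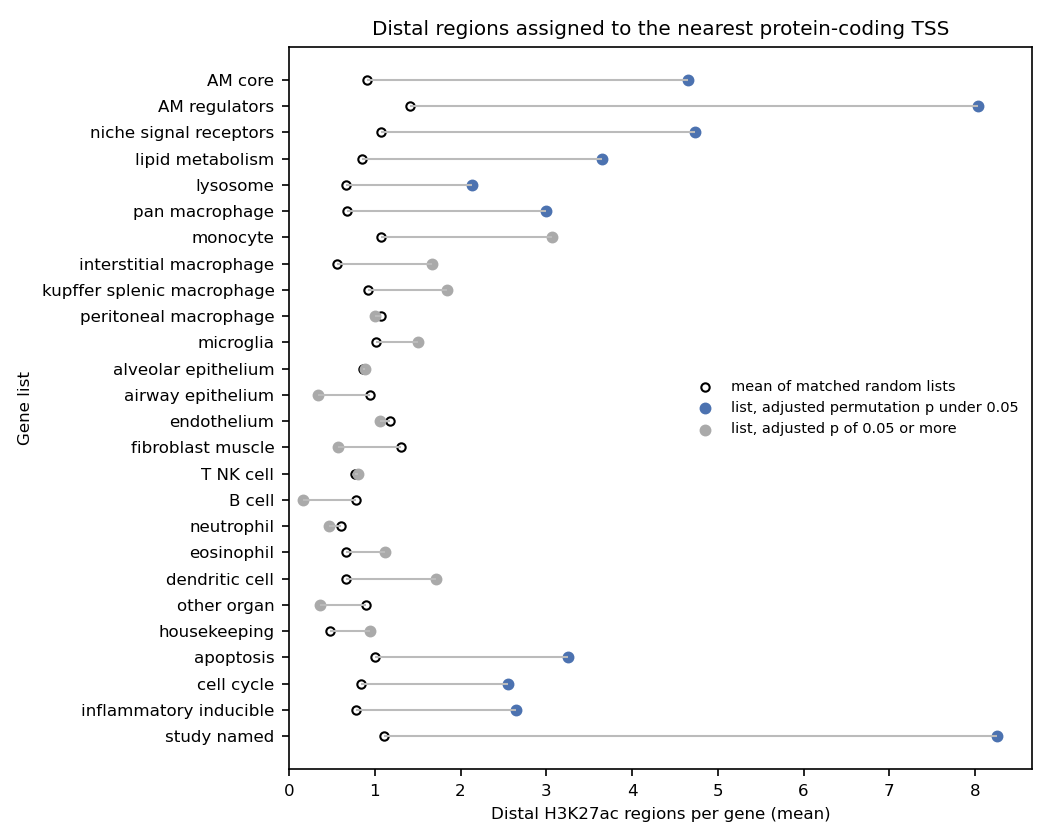
The horizontal axis gives the mean number of distal H3K27ac regions per gene for each list (filled points, blue where the adjusted permutation p was under 0.05) and for matched random lists (open points). The genes selected from the study had 8.26 and the regulators 8.04 per gene, against 1.11 and 1.42 in random lists.

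Acetylation spread further around the promoters of macrophage genes. Within 5 kb of the TSS, shared regions covered 6420 bp on average in AM core genes, 6264 bp in pan-macrophage genes, 5764 bp in regulators, 5421 bp in niche signal receptors, 5317 bp in lipid metabolism and 5251 bp in lysosomal genes. Random lists of genes with an acetylated promoter had 2716 bp for the size of the AM core list. The genes selected from the study had 6567 bp. Apoptosis genes (4747 bp), inflammatory genes (4289 bp), housekeeping genes (4158 bp), Kupffer and splenic macrophage genes (6217 bp over 5 genes) and microglia genes (5663 bp over 3 genes) were also longer. These 12 of the 16 lists with at least 3 acetylated promoters passed the permutation test, with adjusted p from 5.33e-05, where the unadjusted p of 2e-05 was the smallest it can give, to 0.0348. Cell cycle (3173 bp, adjusted permutation p = 0.313), monocyte (3241 bp, 0.469), dendritic cell (4193 bp, 0.105) and alveolar epithelial genes (1466 bp, 0.213) did not, and 10 lists had too few acetylated promoters. The microglia call was lost without replicate 2 (0.0511) and in a window of 10 kb (0.131), where the housekeeping call was lost too (0.0519), and the inflammatory call was lost in a window of 2 kb (0.268). Without the genes selected from the study the niche signal receptors did not pass (4137 bp over 7 genes, adjusted permutation p = 0.0993). Alveolar epithelial genes became shorter in replicate 2 alone (1143 bp against 2633 bp, 0.0312) and in replicate 1 alone (1020 bp against 2220 bp, 0.0340), and dendritic cell genes longer in the window of 10 kb (0.0145).

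Joining distal regions under 10 kb apart gave 9407 clusters, ranked by acetylated bases. The largest lay in Tcf7l2, a transcription factor gene of the Wnt pathway (19:55766163-55878031), with 88.5 kb in 17 regions. The next, with 74.0 kb in 7 regions (2:167699226-167779910), lay outside coding genes. The protein-coding TSS nearest to its midpoint was that of Cebpb, 50.7 kb away. Its region at 2:167768685-167779910 reached within 1 kb of another annotated TSS. Then came clusters in or near Tomm20 (8:126820218-126933053, 71.0 kb), the myosin gene Myh9 (15:77797689-77905928, 68.0 kb), the cholesterol exporter gene Abcg1 (17:31014572-31111047, 63.9 kb) and Akap13 (7:75567997-75670637, 63.6 kb). Pdcd1lg2, which encodes the checkpoint ligand PD-L2 (19:29430192-29512740, 63.2 kb), Ubash3b (9:41048534-41154655, 62.8 kb), Frmd4a (2:4380655-4508690, 62.5 kb) and Zmiz1 (14:25458499-25548736, 57.8 kb) completed the first 10. No test applied to this ranking. Without replicate 2, Tcf7l2, Myh9, Ubash3b and Zmiz1 were no longer among the first 10, and without replicate 1 Zmiz1 was not. Of 7 alternatives, Cebpb and Pdcd1lg2 stayed among the first 10 in all, and Zmiz1 in 2. Joining at 5 kb kept 5 of the 10.

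Sequence motifs at the summits of distal regions included those of known macrophage factors. The extended PU.1 motif was found in 0.918% of 17656 windows of 200 bp and in 0.0985% of 24375 windows 5 kb away (odds ratio 9.40, Fisher's exact test, adjusted p = 2.43e-36), and the shorter PU.1 core in 4.98% against 1.05% (odds ratio 4.94, adjusted p = 6.80e-133). The CEBP motif TTRCGCAAY (called the strict CEBP motif here, odds ratio 6.52) was also more frequent. So was a second CEBP motif with a different base at 1 position (TTRTGCAAY, 2.71). The bHLHE E-box (2.60), RBPJ (2.13), AP-1 (2.12), a single nuclear receptor site (1.54), STAT5 (1.43), IRF (1.34) and RUNX (1.28) were more frequent too. This made 11 macrophage motifs in all. The RXR and PPAR element, a direct repeat spaced by 1 base, was rare (14 windows against 12, odds ratio 1.61, Fisher's exact test, adjusted p = 0.350), and the MITF E-box (3.11, 0.0933), SMAD4 (1.45, 0.184), MAF (1.3, 0.266) and EGR (1.38, 1) did not pass. Among the motifs classed here as lineage controls CTCF (2.17, exact test, adjusted p = 0.00231) and FOXA (1.23, 0.00275) passed. Of the general promoter motifs NFY was less frequent (0.870, exact test, adjusted p = 0.00129) and the NRF1 palindrome did not pass (4.83, 0.0762). No motif spelled backwards passed. In replicate 2 alone the odds ratio fell to 3.82 for the extended PU.1 motif and to 2.51 for its core. It fell to 1.55 for the second CEBP motif, 1.36 for AP-1 and 1.65 for the bHLHE E-box. The calls for the strict CEBP motif (1.35, exact test, adjusted p = 0.546), IRF (1.08, 0.159) and CTCF (1.14, 0.677) were lost there, while in replicate 1 alone the extended PU.1 motif had 5.96. With windows of 500 bp the strict CEBP motif had 4.23 and MITF (3.10, 0.00696) and SMAD4 (1.51, 0.00720) passed. So did control motifs there: MYOD (1.13, 0.000227), which brought the lineage controls that were more frequent to 3, and NRF1 (4.18, 0.000797) were more frequent, and GATA (0.917, 0.00396) and OCT (0.778, 7.19e-05) less. Against windows 20 kb away MITF (4.47, 0.0348) passed and OCT was less frequent (0.808, 0.0348), as OCT was in replicate 2 alone (0.731, 3.70e-05), and at a q-value of 0.001 NRF1 passed (9.71, 0.0230).

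**Figure D5:**
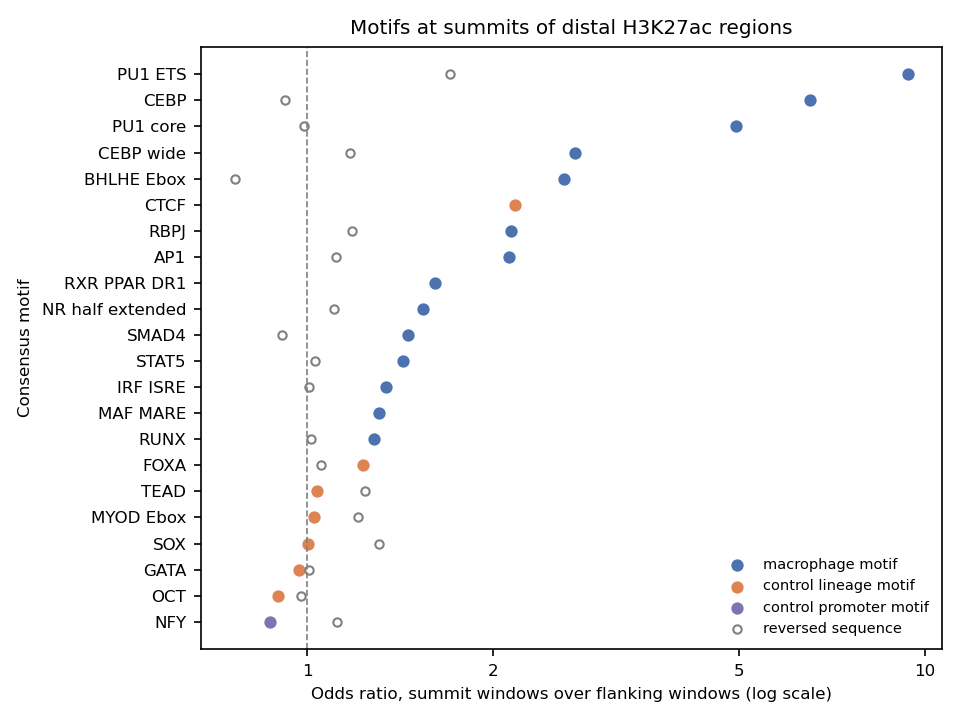
The horizontal axis (log scale) gives the odds ratio of a motif match in summit windows of distal regions over flanking windows, for each motif with at least 10 summit windows (filled points) and for its reversed sequence (open points). The extended PU.1 motif stands at 9.40, and the dashed line at 1 marks equal frequency.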

Values the study reported

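The study reported that immunoprecipitation of RXRα gave 6,365 regions found only in cells with intact RXR genes. Of its RXR peaks, 10.82% lay in promoters, 34.4% in intergenic sequence and 50% in introns. It treated H3K27ac peaks beyond 3 kb on either side of a TSS as putative enhancers. For the 756 sites shared by STAT5, SMAD4, RBPJ and RXRα, the study gave 5.95% in promoters, 43.52% in intergenic and 46.30% in intronic sequence. These are shares of transcription factor sites, not of H3K27ac peaks.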

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

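Tests of TSS of protein-coding genes only, of CpG-matched lists, of lists matched on an acetylated promoter, of regions reaching near a TSS and of lists without their highest gene or without the genes selected from the study were chosen after the results were seen. No paired analysis was possible because the replicate numbers of the Cell Signaling libraries are shared only with inputs that have no peak lists used here. Of the values that answer a comparison, 86 held under an alternative (a percentage inside its interval, a count within 1.5 times, an odds ratio on its side of the threshold) and 48 moved. Among single lists and motifs 806 results were unchanged, which includes those without a call in either setting. A further 22 gained a call, 33 lost one and 2 turned direction. The cause of each shift below was not tested, except that a left-out replicate or a stricter threshold leaves other sites to compare. Depth per library was not used here and limits every statement about an absent peak.

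At a q-value of 0.001, replicate 1 peaks with a partner made up 83.4% and replicate 2 peaks 67.1%, Active Motif peaks in shared regions 99.3%, the proximal share 40.8%, and introns with intergenic sequence 64.3% (65.6% in the reported setting). At 1e-05 these were 90.2%, 72.9%, 99.4%, 43.5% and 61.4%, and shared regions with an Active Motif peak 63.1%. With the same number of peaks per library they were 90.7%, 68.3%, 97.9%, 43.2%, 61.7% and 73.0%. Overlap of 50% of the shorter peak gave 78.4%, 59.5%, 98.6% and 63.0% (partner in replicate 1, in replicate 2, Active Motif in shared, shared with Active Motif), and 50% of both peaks gave 33.5%, 38.3%, 15.8% and 30.6%. Joining peaks under 500 bp apart gave 83.2%, 75.4% and 67.0% (first, second and last of these).

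The proximal share was 36.2% with gene 5' ends only, 31.6% at 1 kb, 57.9% at 10 kb, 36.3% with TSS of protein-coding genes only and 42.5% with regions reaching within 3 kb of a TSS counted as proximal. Leaving out each Cell Signaling replicate gave ranges of 32.6% to 36.3% for the proximal share, 96.6% to 99.5% for Active Motif peaks in Cell Signaling sites and 37.6% to 38.3% for those sites with an Active Motif peak. It also gave 5 to 6 lists with a lower promoter share, 1 list with shorter acetylation in either case, 6 to 9 of the first 10 clusters kept and 1 to 2 control lineage motifs. Joining distal regions at 5 kb kept 5 of the first 10 clusters, as did counting regions reaching within 3 kb of a TSS as proximal. Matching on promoter CpG count left 3 lists with a lower share and turned neutrophils to 15.4% against 9.84%. Without replicate 2 airway epithelium turned to 58.3% against 47.8%, and without replicate 1 it had 8.33%. Leaving the gene with the most distal regions out of each list left 5 lists with more distal regions than whole random lists (5 also with matching on an acetylated promoter), and 11 where the random lists lost their highest gene too (11 also with that matching). Under the other alternatives run, the numbers of lists with more distal regions (8 to 10), a higher promoter share (8 to 10) or longer acetylation (10 to 12), and of macrophage motifs (9 to 13), stayed within 1.5 times.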

Other observations

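The marker lists of this part and the matching on CpG count were added after the main results were seen, and the tests of the strength and of the position of listed promoters without an Active Motif peak were chosen after the values they measure were seen. Distal acetylation was plentiful around several genes outside the lists (chosen after their values were seen). Lpp, which encodes an adhesion protein, had 44 distal regions, Zfp608 43, Dock10 32, Ankrd11 and Trib1 31, and Cd47, which encodes a signal against phagocytosis, 29. Each of these had a promoter peak in all 3 libraries. Of the 5698 genes with a distal region 72.1% had an acetylated promoter, against 37.3% of genes without one, and acetylated genes had a mean of 1.43 distal regions against 0.286 in others.

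A set of epithelial promoters was called in Cell Signaling replicate 1 alone: in marker lists written before the test, 10 of 15 secretory, 8 of 20 pan-epithelial, 2 of 15 alveolar and 1 of 18 ciliated genes had a promoter peak in replicate 1 only (shared regions reached 2, 3, 2 and 3), against 0 of 19 endothelial, 1 of 20 stromal (Msln, chosen after its value was seen) and 0 of 20 neuron and muscle genes (shared 3, 1 and 2). A more permissive call in replicate 1 as the whole cause is argued against by the odds ratio of epithelial over these other lineages, 25.4 (95% interval 3.81 to 1090, Fisher's exact test, adjusted p = 1.47e-05), and replicate 2 alone marked 1 of 68 epithelial genes. Chromatin of epithelial cells in the replicate 1 sample stays open as a candidate explanation. The odds ratio over genes outside the lists was 36.3 (20.3 to 63.0, 21 of 68 against 256 of 21094). The FOXA motif was in 3.12% of distal peaks of replicate 1 alone against 2.35% of those of replicate 2 alone (odds ratio 1.34, 1.12 to 1.59). However, AP-1, which is not confined to epithelium, was higher there as well (1.38). FOXA was also more frequent than in flanking windows in shared distal regions (odds ratio 1.23) and in all distal peaks of replicate 2 (1.14). It was thus not confined to replicate 1. The secretory markers Scgb1a1 (6.53) and Scgb3a2 (8.07) had folds on either side of the proximal median of replicate 1 (6.92). These folds do not decide for or against epithelial chromatin. Sftpc, Sftpb, Sftpa1 and Foxj1 had no promoter peak in any library. Sorting of AMs would be meant to remove epithelial cells, and no biological explanation was tested.

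Listed promoters without an Active Motif peak were mostly weak ones, and a threshold effect on weak peaks may account for most: the 27 genes had a median strength percentile of 8.80 among acetylated promoters in replicate 2 (quartiles 3.12 and 22.4), against 7.15 for the 1214 of 10043 promoters with a shared region and a replicate 2 peak that had no Active Motif peak, the set the test was first planned on. In replicate 1 the 24 of the 27 with a peak had a median of 11.9 (3.91 and 18.1). The 7 cell cycle genes were within, but at the upper end of, the 2 to 7 of random promoters matched on strength (mean 4.64, permutation p = 0.125). Weak peaks are argued against for 2 genes above the 75th percentile in both replicates, Krt79 (98.4 and 96.3) and Trim29 (87.1 and 76.5), while 3 more of the 5 above it in replicate 2 stay open, since in replicate 1 Ear10 (17.3) and Ms4a1 (1.95) were weak and Vwf had no promoter peak. For these 5 a candidate explanation is narrower Active Motif peaks that end outside the promoter window: 5 of 5 had an Active Motif peak 1.13 to 2.15 kb from a TSS, against 4 of the 22 weaker genes within 3 kb; antibody, depth and run cannot be separated here, and no biological explanation was tested.

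Macrophage lists were acetylated more often than other genes. Promoter CpG content as the whole cause is argued against, since 5 of 5 lists (AM core, pan-macrophage, lysosome, lipid metabolism and regulators) stayed above random lists matched on it, with 100% against 32.7% for AM core genes and 92.3% against 63.7% for regulators (adjusted permutation p = 7.43e-05, from the smallest p the permutations can give, and 0.00191). The excess was not particular to macrophage lists. Housekeeping (100% against 69.7%), apoptosis (95% against 52.6%) and cell cycle genes (95% against 69.1%) also stayed above matched lists. Their adjusted permutation p was 0.00390, 7.43e-05 and 0.0268. With this matching 10 of the 26 lists were higher and 3 lower. The design has 1 cell type, so no biological explanation was tested.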
